# Interleukin-5 Supports the Expansion of Fas Ligand-Expressing Killer B Cells that Induce Antigen-Specific Apoptosis of CD4^+^ T Cells and Secrete Interleukin-10

**DOI:** 10.1371/journal.pone.0070131

**Published:** 2013-08-05

**Authors:** Matthew W. Klinker, Tamra J. Reed, David A. Fox, Steven K. Lundy

## Abstract

Beyond their critical role in humoral immunity, B lymphocytes can employ a variety of immunomodulatory mechanisms including expression of the apoptosis-inducing molecule Fas ligand (FasL; CD178). Here, we extensively characterized the surface phenotype of FasL^+^ killer B cells, showing they are enriched in the IgM^high^CD5^+^CD1d^high^ B cell subset previously reported to contain a higher frequency of B cells producing interleukin-10 (IL-10). A rare population of B cells expressing IL-10 was present among FasL^+^ B cells, but most FasL^+^ B cells did not produce IL-10. We also identify interleukin-5 (IL-5) as a novel inducer of killer B cell function. Constitutively FasL^+^ B cells expressed higher levels of the IL-5 receptor, and treating B cells with IL-5 and CD40L resulted in the expansion of a B cell population enriched for FasL^+^ cells. B cells stimulated with IL-5 and CD40L were potent inducers of apoptosis in activated primary CD4^+^ T cells, and this killing function was antigen-specific and dependent upon FasL. IL-5 also enhanced IL-10 secretion in B cells stimulated with CD40L. Taken together these findings elucidate the relationship of FasL^+^ B cells and IL-10-producing B cells and demonstrate that IL-5 can induce or enhance both killer B cell activity and IL-10 secretion in B cells. Finally, we found that the killer B cell activity induced by IL-5 was completely blocked by IL-4, suggesting the existence of a previously unknown antagonistic relationship between these type-2 cytokines in modulating the activity of killer B cells. Targeting this IL-5/IL-4 signaling axis may therefore represent a novel area of drug discovery in inflammatory disorders.

## Introduction

B lymphocytes are best known as the mediators of humoral immunity, and in this capacity are crucial for host defense and maintaining homeostasis with commensal microbes. Despite their essential role as effector cells, there is also evidence for immunosuppressive “regulatory” B cells in several mouse models of human autoimmune diseases, including experimental autoimmune encephalomyelitis [1], [2], chronic intestinal inflammation [3], type 1 diabetes [4], [5], systemic lupus erythematosus [6], [7], and collagen-induced arthritis [8]. While B cell-mediated immunosuppression by secretion of the anti-inflammatory cytokine interleukin-10 (IL-10) has received much recent attention, there are several reports of suppressive effects of B cells independent of IL-10, including in mouse models of type 1 diabetes and multiple sclerosis [5], [9]–[11]. Additionally, it was recently shown that selective deletion of IL-10 in B cells did not affect disease parameters in a mouse model of lupus, suggesting that the *in vivo* effects of endogenous regulation by IL-10-producing B cells may be more subtle than previously thought [12]. Therefore, understanding the full repertoire of immunosuppressive mechanisms employed by B cells is crucial for appreciating their role in maintaining self-tolerance [13].

One alternative immunosuppressive mechanism used by B cells is the expression of death-inducing ligands such as Fas ligand (FasL; CD178). Upon binding the Fas receptor (CD95), FasL induces apoptosis in target cells such as activated peripheral CD4^+^ T cells [14]. Conceptually, FasL^+^ killer B cells uniquely possess the potential for suppression that is both *antigen specific*, as only CD4^+^ T cells recognizing antigens presented by FasL^+^ B cells are targeted, and *permanent*, as FasL signaling results in cell death rather than suppression [15]. Despite this, relatively little is known about FasL^+^ B cells in comparison to IL-10-producing B cells.

FasL^+^ B cells were reported to be induced by infection with *S. mansoni* and were enriched in the splenic CD5^+^ B cell subset [16], [17]. Activated B cells expressing FasL and TGF-β have also been reported to delay the onset of diabetes in non-obese diabetic (NOD) mice, and the frequency of FasL^+^ B cells is reduced in mice with severe autoimmune arthritis relative to those with mild or no arthritis [5], [18]. Bone marrow cells treated with the TLR-9 agonist CpG are enriched for B cells that express high levels of FasL and protect NOD mice from type 1 diabetes upon adoptive transfer [11]. Additionally, these CpG-elicited FasL^+^ B cells induced FasL-mediated apoptosis in CD4^+^ T cells *in vitro* and showed no evidence of increased IL-10 secretion. B cells from Fas-deficient MRL/*lpr* mice also overexpress FasL, and kill Fas-susceptible target cells with an efficiency similar to that of NK cells [19]. Mice with a B cell-specific loss of FasL spontaneously develop autoantibodies despite the fact that T cells in these animals are FasL-sufficient [20]. In a male-to-female skin graft model, transfer of B cells from wild-type males prior to skin grafting induced tolerance in female recipients, whereas FasL-deficient B cells were unable to transfer tolerance [21]. Taken together, these studies demonstrate that FasL^+^ B cells potentially play a role in the maintenance of peripheral tolerance and are elicited by diverse stimuli and inflammatory conditions.

This study focused on determining the relationship of FasL^+^ killer B cells to IL-10-producing B cells and identifying potential growth factors for these cells. We found that B cells were the predominant FasL-expressing lymphocyte population in the spleen, and while modestly enriched in the CD5^+^CD1d^high^ B cell subset displayed a heterogeneous surface phenotype. FasL^+^ B cells showed higher surface expression of the receptor for IL-5 than FasL^−^ B cells, and stimulating B cells with IL-5 and CD40L resulted in an expanded population that was enriched for FasL^+^ B cells and secreted IL-10. B cells stimulated with IL-5 and CD40L were exceptionally potent inducers of apoptosis in activated primary CD4^+^ T cells, and this killing activity was both antigen-specific and FasL-dependent. B cells treated with CD40L and IL-4, another type-2 cytokine, displayed no killing activity, even if treated in conjunction with IL-5. The results herein demonstrate that the combined stimulus of IL-5 and CD40L *in vitro* results in an expanded population of B cells capable of both inducing FasL-mediated apoptosis of CD4^+^ T cells and secreting IL-10. These results imply that IL-5 receptor signaling is a potential target for therapeutic intervention in patients with autoimmune diseases, and provide evidence for a novel antagonistic relationship between IL-4 and IL-5 in the function of FasL^+^ killer B cells.

## Results

### Frequency and Surface Phenotype of FasL^+^ B Cells

To measure the frequency of B cells among all FasL^+^ splenocytes, we compared the expression of B cell-specific surface markers among FasL^+^ and FasL^−^ splenocytes in naïve DBA/1 mice. As determined by surface expression of B220, CD19, and IgM, we found that B cells comprised the majority (∼60%) of constitutively FasL^+^ splenocytes (Figures 1A and 1B). As expected, CD3^+^ T cells accounted for most of the remaining FasL^+^ splenocytes. Similar frequencies of FasL^+^ B cells were found in C57BL/6 and CBA/J mice housed under identical conditions (data not shown). These data demonstrate that B cells represent the major source of cells expressing surface FasL in the mouse spleen.

**Figure 1:**
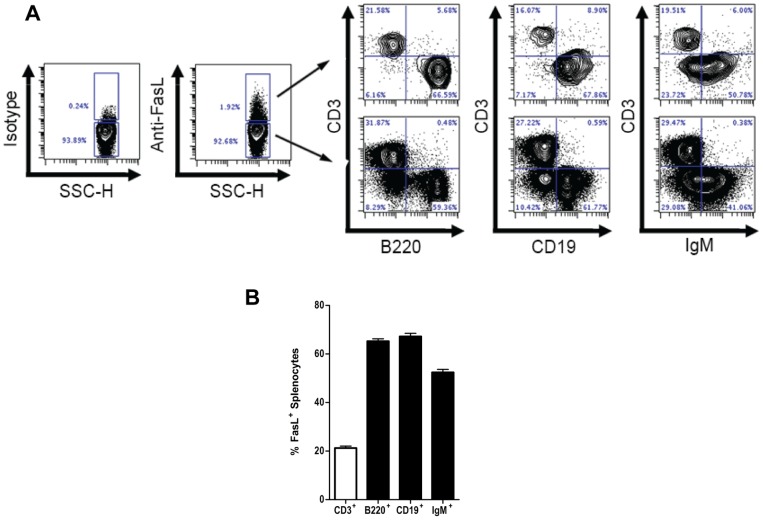
The majority of FasL^+^ splenocytes are B cells. Splenocytes from naïve mice were stained for surface expression of FasL and the cellular composition of FasL^−^ and FasL^+^ subsets was examined by flow cytometry. (**A**) Representative dot plots of splenocytes stained with a T cell marker (CD3) and three independent B cell markers (B220, CD19, and IgM). (**B**) The frequency (mean ± SEM) of cells staining positive for the markers presented in (A) among FasL^+^ splenocytes. Data are representative of more than 5 independent experiments with at least three animals per experiment.

B cells capable of secreting IL-10 are reportedly enriched in several B cell subsets. In particular, IL-10-producing B cells are enriched in both the CD5^+^CD1d^high^ (sometimes referred to as “B10” cells) and CD23^+^CD21^high^IgM^high^ transitional 2-marginal zone precursor (T2-MZP) B cell subsets, although most IL-10-secreting B cells are distributed among other B cell subsets [22]–[24]. Previous studies in our laboratory had identified that FasL^+^ B cells were primarily found in the lung and splenic CD5^+^ B cell subsets but had not been characterized further [17], [18]. To understand how FasL^+^ B cells relate to previously-identified B cell subsets, we compared surface expression of several B cell subset markers in FasL^+^ and FasL^−^ B cells. We found that CD19^+^FasL^+^ B cells displayed a modest but statistically significant enhancement in surface expression of CD5, CD1d, IgM, and CD24 than CD19^+^FasL^−^ B cells (Figure 2A). Surface staining for CD9, CD93, CD21 and CD23 was neither higher nor lower than levels in FasL^−^ B cells. Co-staining for CD5 and CD1d showed that CD5^+^CD1d^high^ B cells were more frequent among FasL^+^ B cells than FasL^−^ B cells (Figures 2B and 2C). Reciprocally, the CD5^+^CD1d^high^ B cell subset had a nearly four-fold enrichment for FasL^+^ B cells (Figure 2D). We did not find evidence of an increased frequency of CD23^+^CD21^high^ T2-MZP B cells among the constitutively FasL^+^ B cells than in FasL^−^ B cells (Figure S1). Thus, while FasL^+^ B cells were enriched in the same subset reported to contain B10 cells, FasL^+^ B cells were not exclusively CD5^+^CD1d^high^, indicating that FasL^+^ B cells, like IL-10-producing B cells, are not limited to a single subset.

**Figure 2:**
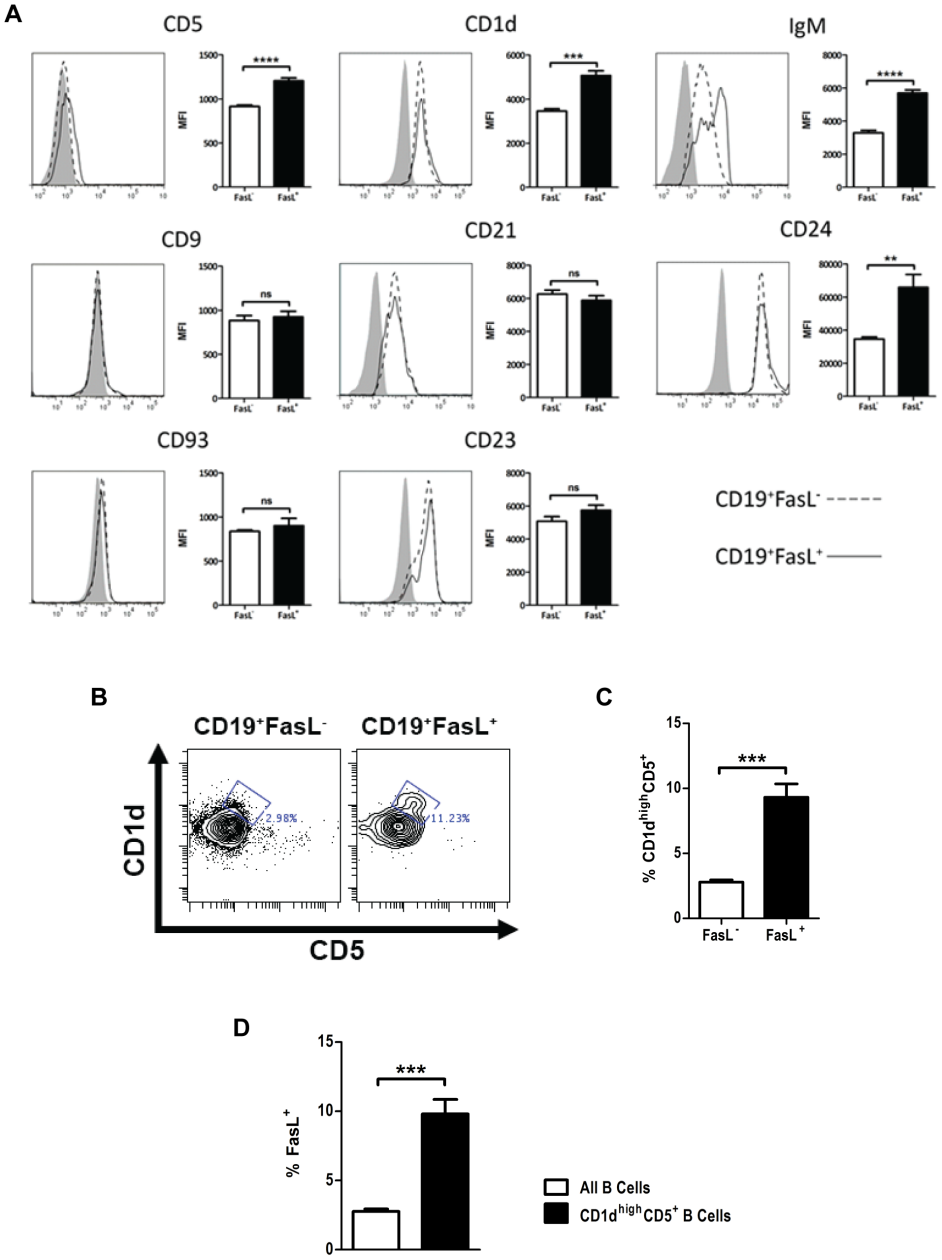
FasL^+^ B cells are enriched in the CD5^+^CD1d^high^ subset. (**A**) Representative histograms showing relative surface expression of markers for B cell subsets in CD19^+^FasL^−^ and CD19^+^FasL^+^ B cells. Bar graphs are the average median fluorescence intensity from replicate animals. Grey histograms represent isotype control antibody staining. (**B**) FasL^−^ and FasL^+^ B cells were stained for co-expression of CD5 and CD1d. (**C**) The frequency of CD5^+^CD1d^high^ cells (mean ± SEM) among FasL^−^ and FasL^+^ B cells in replicate animals was measured. (**D**) Reciprocally, the frequency of FasL^+^ cells among all B cells and CD5^+^CD1d^high^ B cells was measured. Data are representative of four independent experiments using at least 3 animals per experiment. **p<0.01, ***p<0.001, and ****p<0.0001.

Given that FasL^+^ B cells shared at least some phenotypic similarities with IL-10-producing B cells, we sought to determine whether these were discrete or overlapping cell populations. We initially attempted to stain for both FasL and IL-10 in the same cells using established protocols [25], but culture conditions required to detect intracellular IL-10 eliminated surface FasL staining (Figure S2). As an alternative, we sorted B cells from naïve mice into CD19^+^FasL^−^ and CD19^+^FasL^+^ populations by FACS. Sorted B cells were then cultured for 5 hours with PMA, ionomycin, and LPS in the presence of monensin, and subsequently fixed and stained for intracellular IL-10. We found that IL-10-producing B cells were present at similar frequencies among both FasL^+^ and FasL^−^ B cells (Figures 3A and 3B). While the majority of FasL^+^ B cells do not produce detectable IL-10 under these conditions, ∼4% of FasL^+^ B cells produced IL-10 upon *ex vivo* stimulation, suggesting that FasL^+^IL-10^+^B cells are extremely rare in naïve mice (<0.1% of all splenic B cells).

**Figure 3:**
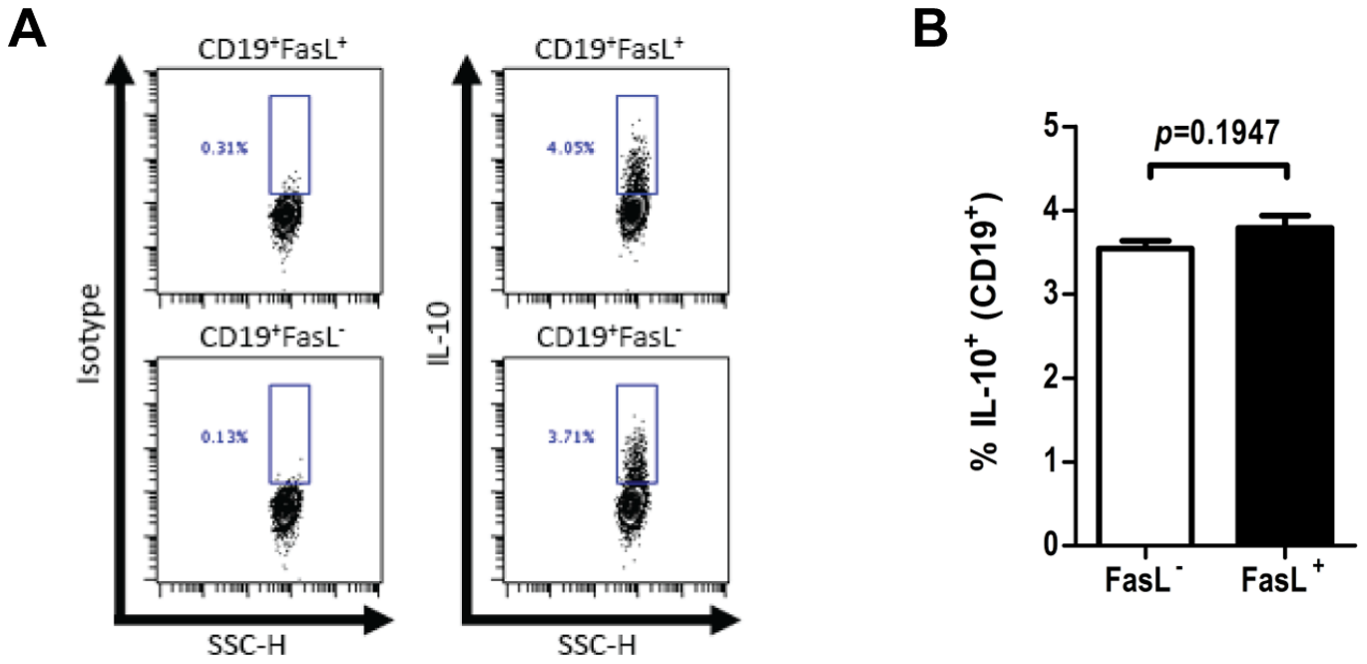
IL-10-producing B cells are not enriched in the FasL^+^ subset. FasL^−^ and FasL^+^ splenic B cells from naïve mice were sorted by FACS and stimulated with PMA, ionomycin, and LPS in the presence of monensin for five hours. (**A**) Following stimulation, FasL^−^ and FasL^+^ B cells were fixed and stained for intracellular IL-10. (**B**) Frequency of IL-10-producing B cells (mean ± SEM) among CD19^+^FasL^−^ and CD19^+^FasL^+^ subsets.

### IL-5 and CD40L Stimulation Expands a Population of B Cells Enriched for FasL Expression

As both FasL^+^ and IL-10-producing B cells are enriched in the CD5^+^CD1d^high^ B cells subset, we compared global gene expression between FACS-sorted CD5^+^CD1d^high^ and CD5^−^CD1d^high^ B cells by microarray to identify putative surface markers or growth factors for killer and/or regulatory B cells. These complete data and a full description of the methods used to obtain the cell populations compared are freely available from the NCBI GEO depository (Accession number GSE46245). 

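Global gene expression was measured with 2 Affymetrix GeneChip mouse arrays. One array carried RNA of CD5+CD1d high B cells and the other RNA of CD5-CD1d high B cells, both sorted as CD19+ cells from pooled spleens of DBA/1LacJ mice. With 1 array per population there are no replicates, the number of arrays limits the precision of every value, and no difference could be tested. *Cd5*, the gene of the surface marker that separated the populations, had a log2 value of 6.42 in CD5+CD1d high B cells and 3.24 in CD5-CD1d high B cells. *Cd1d1*, the gene of the marker gated high in both, had log2 values of 10.74 and 10.24. Genes of B cell identity were at similar levels on both arrays: the 17 measured had a median log2 difference of -0.03, and none differed 2-fold. The deposited values are log2 expression values of 45101 probe sets, made with RMA, which corrects background, normalizes and summarizes the probes of each probe set. Their medians were 4.93 on the CD5+CD1d high array and 4.88 on the CD5-CD1d high array. Probe sets with 1 annotated gene measured 18194 genes, each taken from its probe set with the highest mean. The 11242 genes with the higher of both values at or above 4.91, the median of all values, were kept. This filter, a threshold of 3-fold, the bound that the paper gives for both chains of the IL-5 receptor, and 28 gene lists were set before the data were examined. Differences are given as CD5+CD1d high minus CD5-CD1d high on the log2 scale, or as folds. Where the lower value was under the filter level, the fold was computed against that level and is written as a lower bound. Counts of genes use the measured differences, and where low values set to that level give another count, it follows in parentheses. Each list was described by the percentile of its median among the medians of 10000 random lists of the same size and similar expression, which describes these arrays and not the populations.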

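Of the 11242 genes, 129 (87) were at least 3-fold higher in CD5+CD1d high B cells and 0 were at least 3-fold lower, while 283 (213) were at least 2-fold higher and 15 (13) at least 2-fold lower. The genes with the largest differences included *Igha*, the constant region of IgA, which was 11.0-fold higher, the actin-binding genes *Actn1* (11.0-fold higher) and *Cald1* (7.08-fold higher), and the iron exporter *Slc40a1* (7.09-fold higher). *Vcam1*, a gene of the macrophage list, ranked 7 by its difference. Whether these differences came from B cells or from other cells in the sort was not tested. *Lmo7* was at least 5.45-fold higher, with its other probe set under the filter level on both arrays, and *1810046K07Rik* at least 12.9-fold higher. The largest difference in the other direction was that of *Cnr1*, a cannabinoid receptor, which was 2.87-fold lower. Genes that distinguish B-1 cells, innate-like B cells whose B-1a subset expresses CD5, were higher in CD5+CD1d high B cells. This held for all 15 of the list that were kept, and 9 of them (8) were at least 2-fold higher. The median log2 difference of the 15 was 1.29, above all of the random lists. A shorter list, chosen after the values were seen, left out members judged to be shared with macrophages or stromal cells. Whether other cell types express the genes left in it was not tested. Its 9 genes had a median of 1.00, and of 0.59 with low values set to the filter level. *Zbtb32* had the largest difference in the shorter list, and *Pstpip2* is not in it. *Pstpip2* was at least 6.09-fold higher, *Zbtb32* 6.81-fold, *Plscr1* 6.05-fold and *Ahr* 4.99-fold higher; their remaining probe sets were under the filter level or, for *Pstpip2* and *Plscr1*, higher as well. The 13 plasma cell genes were all higher as well, with a median of 0.65, among them *Jchain*, the joining chain of polymeric IgA and IgM (4.58-fold higher), *Creb3l2* (2.38-fold higher) and *Prdm1*, the transcription factor Blimp-1 (at least 2.73-fold higher). Of 17 cell cycle genes, 6 (5) were at least 2-fold higher and 0 lower by as much (median 0.46), and *Mki67* was 2.34-fold higher. Follicular B cell genes had a median of -0.29, at percentile 0.02 of the random lists: *Satb1* was 1.66-fold lower and *Fcer2a* (CD23) 1.42-fold lower. Macrophage and stromal genes were higher on the same array. Of 12 macrophage and monocyte genes, 9 were at least 2-fold higher (median 1.61), including the adhesion molecule *Vcam1* (7.90-fold), the complement gene *C1qa* (5.79-fold) and *Hmox1* (5.36-fold). Of 11 stromal and endothelial genes, 5 were at least 2-fold higher (median 0.57), including *Sparc* (5.34-fold) and the collagen gene *Col3a1* (4.87-fold). *Cd3g*, a chain of the T cell receptor complex, was at least 2.31-fold higher, while the 10 T cell markers had a median of 0.32, at percentile 96.8 of random lists. With a further quantile normalization (0.32) or the trend with intensity removed (0.35), the T cell markers stood apart. The count of 129 genes includes 60 whose value in CD5-CD1d high B cells was under the filter level. It was 58 with the filter at the 75th percentile, and 83, with 1 gene lower, when each gene was taken from the probe set with its median difference. Among the probe sets of a gene above the filter level, the one closest to 0 differed by 1.60 for *Actn1*, 1.72 for *Cald1*, 0.39 for *Vcam1*, 0.40 for *Sparc*, 0.88 for *Col3a1* and -0.20 for *Cnr1*.

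**Figure D1:**
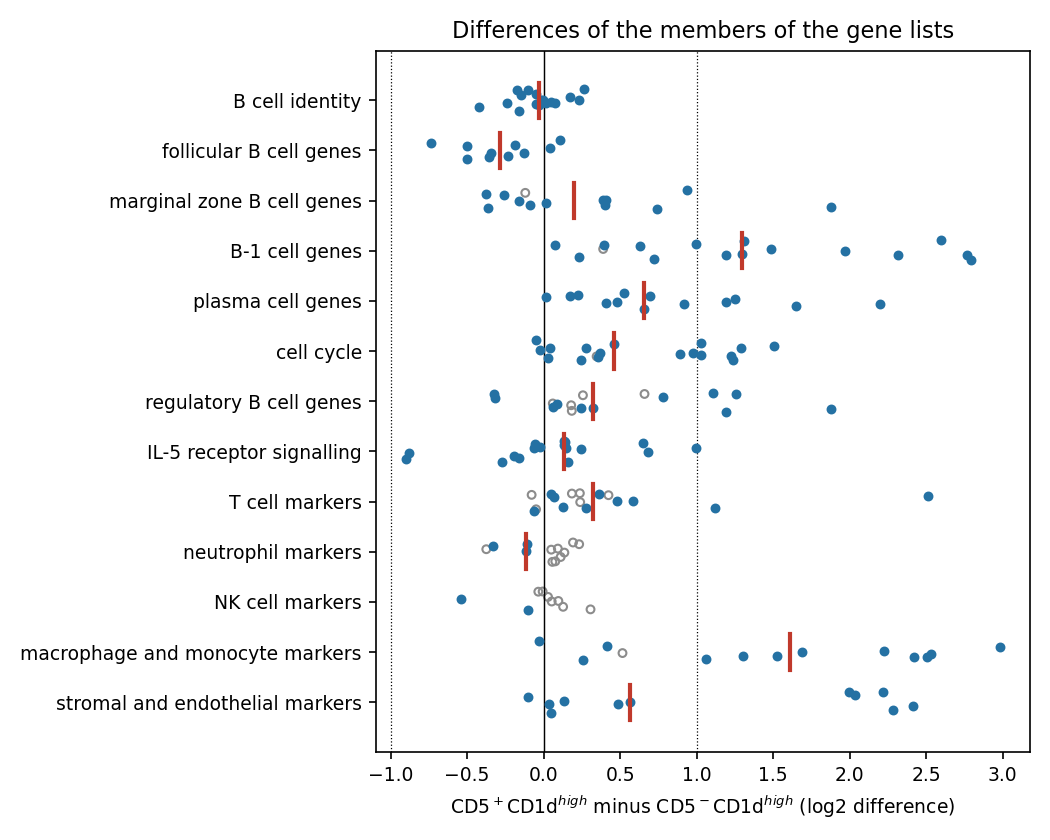
Difference between CD5+CD1d high and CD5-CD1d high B cells (log2, horizontal axis) for the members of 13 gene lists (vertical axis). Filled points are genes that were kept, open points are genes under the filter level on both arrays, red bars are the medians of the kept genes for lists with at least 3 of them, and dotted lines mark 2-fold. The B-1 cell list (median 1.29) and the macrophage list (median 1.61) lie to the right of the B cell identity list (median -0.03).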

We found that both the alpha (*Il5ra*) and beta (*Csf2rb*) chains of the IL-5 receptor were among the most differentially-expressed genes, with both genes expressed at greater than three-fold higher levels in CD5^+^CD1d^high^ B cells (data not shown). 

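*Il5ra*, the ligand-binding alpha chain, had a log2 value of 8.61 in CD5+CD1d high B cells and 6.85 in CD5-CD1d high B cells, a 3.37-fold higher level from its only probe set. *Csf2rb*, the signaling chain that the IL-5 receptor shares with the receptors for IL-3 and GM-CSF, had values of 10.24 and 8.06, a 4.55-fold higher level. The other probe set of *Csf2rb* alone was 5.22-fold higher. *Csf2rb* ranked 61 and *Il5ra* 109 among the 11242 genes ordered from the largest difference toward CD5+CD1d high B cells. Against the 500 genes closest in expression, the difference of *Csf2rb* was above 99.8% and that of *Il5ra* above 99.0%. Most other cytokine and growth factor receptors were at similar levels: of 28 kept, 6 (4) were at least 2-fold higher and 0 were 2-fold lower, and the list's median was -0.10. The receptor genes among them besides those of the IL-5 receptor were *Csf1r*, the receptor of macrophage colony-stimulating factor (4.66-fold; log2 difference 0.84 from the probe set with the smallest difference), *Il6st*, the shared chain of the IL-6 receptor family (3.00-fold), *Tnfrsf17*, the plasma cell receptor BCMA (2.28-fold, with a lower bound of 1.55-fold), and *Osmr*, which was barely above the filter level and whose other probe sets were under it on both arrays. The receptor genes *Il4ra* and *Il21r*, for 2 other cytokines that act on B cells, were 1.42-fold and 1.31-fold lower. For *Il4ra*, the probe set with the smallest difference had a log2 difference of -0.007. *Il3ra* was 1.08-fold lower and *Csf2ra* 1.60-fold higher; their products pair with the beta chain for IL-3 and GM-CSF. *Csf2rb2*, a close paralog of *Csf2rb*, was under the filter level on both arrays, and the probe set annotated to both paralogs was 1.69-fold higher. Myeloid cells also express *Csf2rb*, and the macrophage genes were higher on the same array, whereas 0 of 22 measured markers of neutrophils, eosinophils, basophils and mast cells were 2-fold higher, although 19 of them were under the filter level on both arrays. When the values of all probe sets of a gene were averaged, *Csf2rb* ranked 27 and *Il5ra* 72. From the higher levels of both chains, the paper goes on to measure the alpha chain, CD125, on the surface of FasL+ and FasL- B cells (Figures 4A and 4B).

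**Figure D2:**
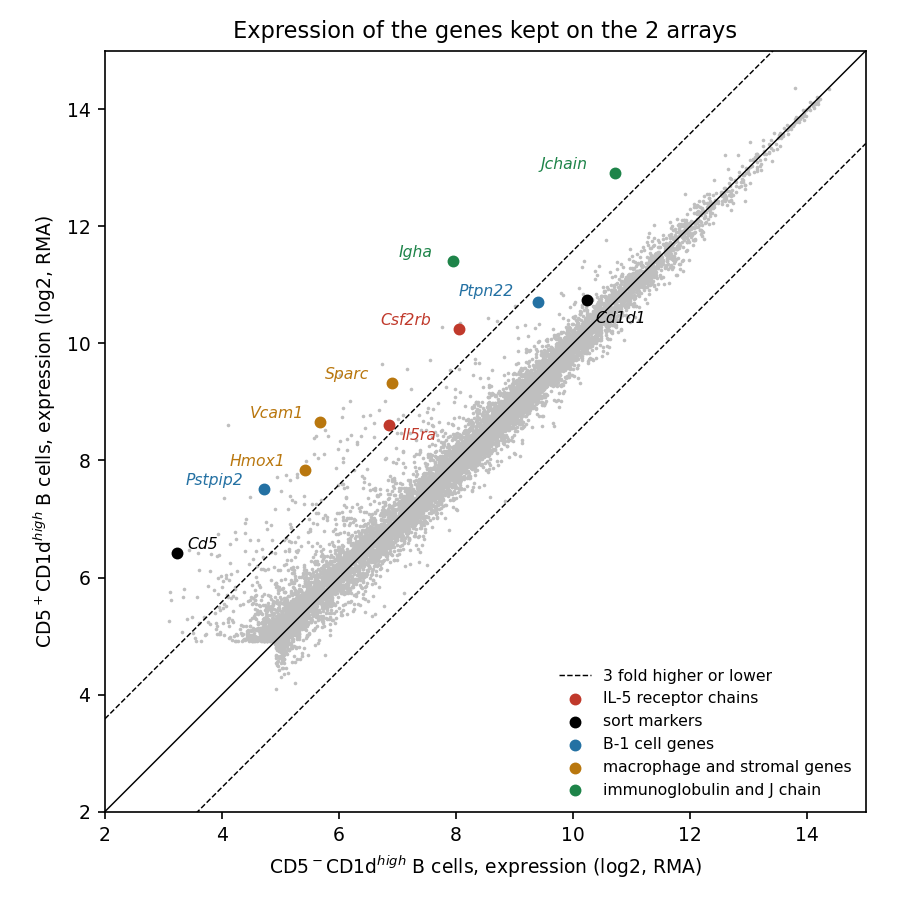
Expression (log2, RMA) in CD5-CD1d high B cells (horizontal axis) and CD5+CD1d high B cells (vertical axis). Each gray point is 1 of the 11242 genes kept, the solid line marks equal values, the dashed lines mark 3-fold, and named genes are colored by group. *Il5ra* (6.85 and 8.61) and *Csf2rb* (8.06 and 10.24) lie above the upper dashed line.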

We therefore assessed surface expression of the alpha chain of the IL-5R (CD125) on FasL^+^ and FasL^−^ B cells by flow cytometry and observed that FasL^+^ B cells displayed higher CD125 expression than FasL^−^ B cells (Figures 4A and 4B).

**Figure 4:**
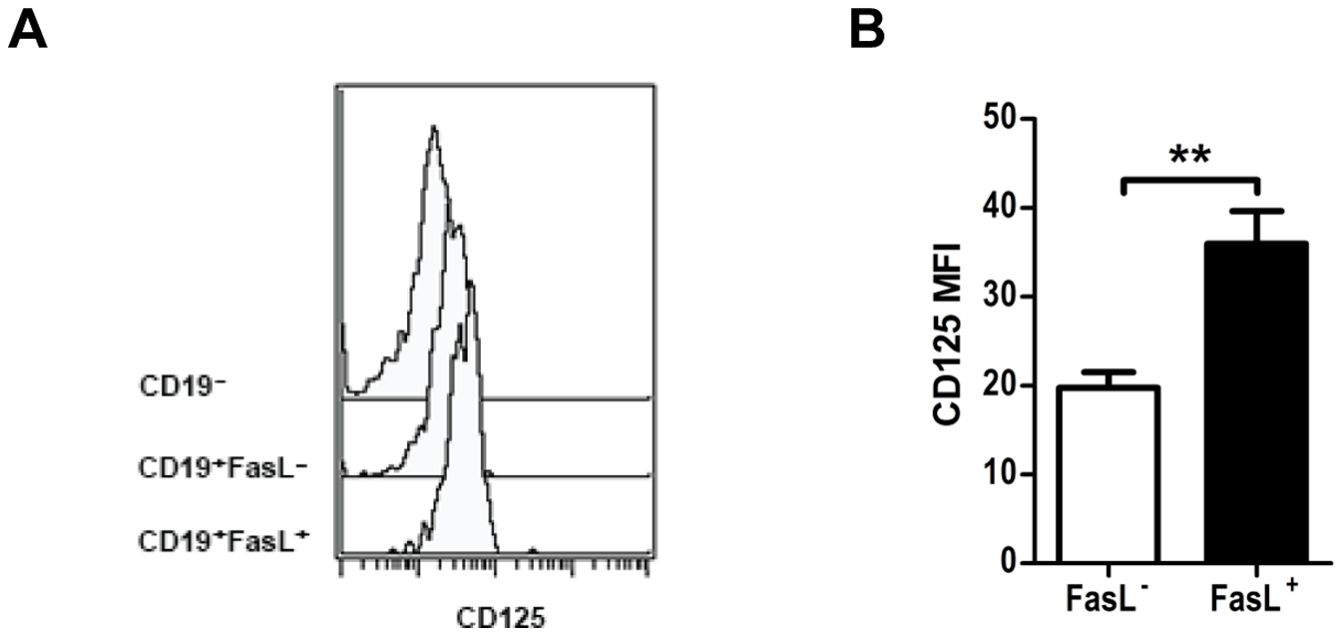
FasL^+^ B cells express higher levels of the IL-5 receptor than FasL ^−^ **B cells.** (**A**) Histograms comparing surface expression of CD125 in CD19^−^, CD19^+^FasL^−^ and CD19^+^FasL^+^ cells. (**B**) Quantification of median fluorescence intensity of CD125 expression in CD19^+^FasL^−^ and CD19^+^FasL^+^ B cells in replicate animals (mean ± SEM). **p<0.01.

Given that FasL^+^ B cells showed higher surface expression of the IL-5 receptor, we hypothesized that IL-5 could be a survival and/or growth factor for these cells. As B cell survival under most *in vitro* conditions is low, we adapted a technique used for the maintenance of human B cells for cultures of murine B cells. As outlined in Figure 5A, CD19^+^ B cells were positively selected from naïve mice by MACS and cultured with irradiated NIH-3T3 fibroblasts stably expressing a vector encoding murine CD40 ligand (CD40L Fb). Culturing CD19^+^ B cells on CD40L Fb allowed for maintenance of B cell cultures for up to 14 days and was dependent upon CD40L expression, as non-transduced fibroblasts did not increase B cell survival above that of B cells cultured in medium alone (data not shown). Using this culture system, we investigated the effects of adding recombinant murine IL-5 to cultures of CD19^+^ B cells. As seen in Figure 5B, the addition of IL-5 to CD19^+^ B cells cultured with CD40L Fb led to a dose-dependent increase in the number of B cells recovered after five days. At high concentrations of IL-5 (100 ng/mL), more B cells were collected after five days in culture than had been added, demonstrating that IL-5-induced proliferation of B cells. We confirmed increased proliferation in B cells treated with IL-5 by assessing ^3^H-thymidine incorporation after 5 days in culture (Figure 5C). Therefore, IL-5 promotes the growth and proliferation of B cells stimulated with CD40L.

**Figure 5:**
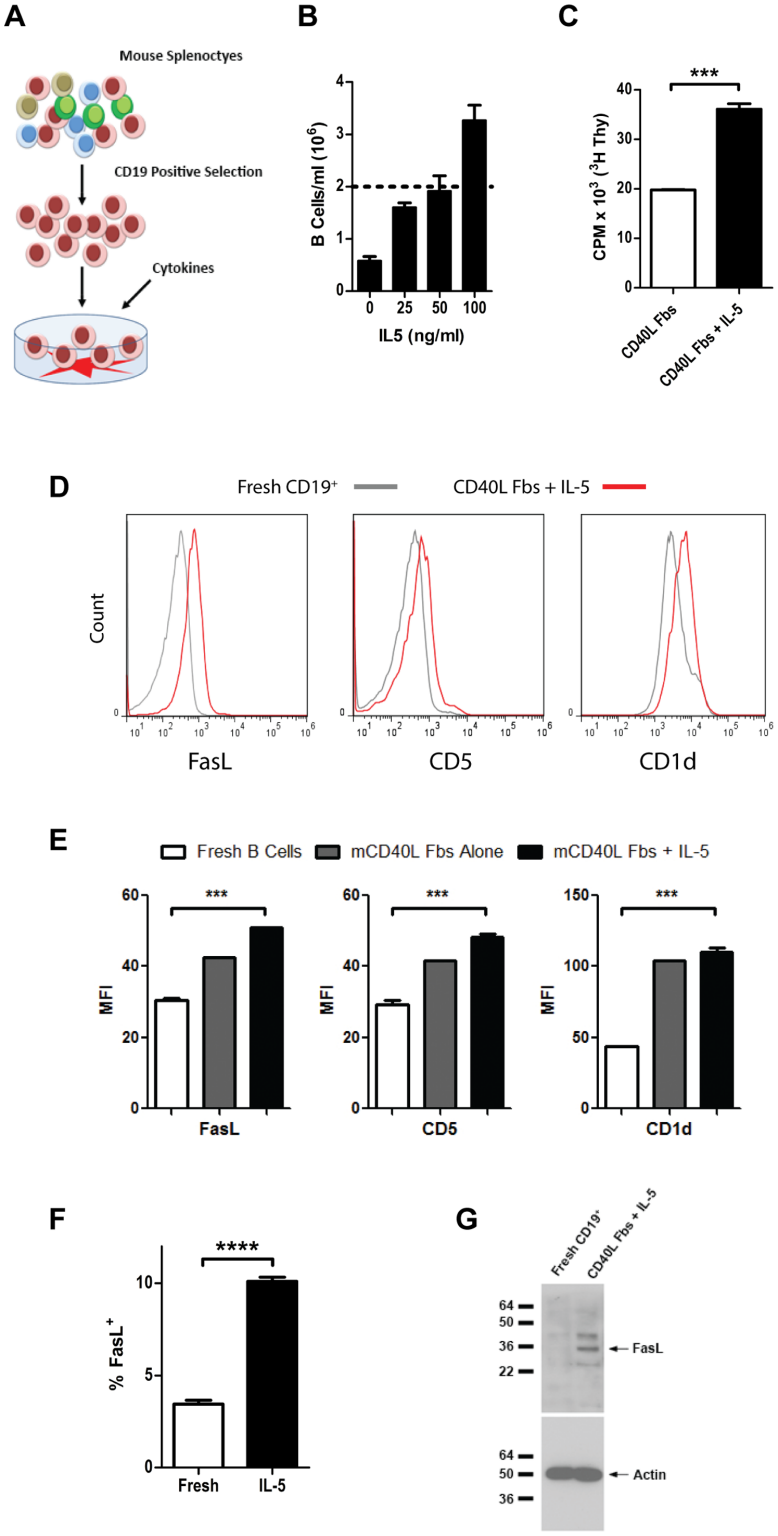
IL-5 and CD40L stimulation expands a population of B cells enriched for FasL expression. (**A**) Diagram of B cell co-culture experiments with CD40L-expressing fibroblasts for study of the effects of IL-5 on B cell growth and function. (**B**) CD19^+^ B cells were cultured as illustrated in (A) and harvested after five days. Viable B cells recovered from culture were quantified from replicate samples using a hemocytometer and trypan blue exclusion. The dotted line represents the concentration of B cells at the beginning of the experiment. (**C**) Proliferation of B cells cultured with CD40L-expressing fibroblasts in the presence or absence of IL-5 was assessed by the incorporation of ^3^H-thymidine. (**D**) B cells stimulated with CD40L in the presence or absence of IL-5 were stained for FasL, CD5, and CD1d and compared with freshly-isolated CD19^+^ B cells. (**E**) Median fluorescence intensity of surface markers stained as in (D) on freshly-isolated CD19^+^ B cells, B cells stimulated with CD40L, and B cells stimulated with CD40L and IL-5. (**F**) The frequency of FasL^+^ B cells among freshly-isolated CD19^+^ B cells and B cells stimulated with CD40L and IL-5 was measured by flow cytometry as in (D). (**G**) Cell lysates from equal numbers of freshly-isolated CD19^+^ B cells and IL-5-stimulated B cells were probed by immunoblot for FasL and β-Actin. Data are representative of more than four independent experiments. ***p<0.001.

Next, we compared B cells cultured with IL-5 and CD40L Fb to freshly-isolated CD19^+^ B cells for surface expression of FasL and markers associated with FasL^+^ B cells *in vivo*. B cells cultured with IL-5 and CD40L Fb showed higher surface expression of FasL, CD5, and CD1d (Figure 5D and 5E), and were significantly enriched for FasL^+^ B cells (Figure 5F). Immunoblotting for FasL confirmed this result, as IL-5-stimulated B cells had readily-detectable FasL protein whereas FasL was not detectable in an equivalent number of freshly-isolated CD19^+^ B cells (Figure 5G). Interestingly, the small residual population of living B cells remaining after five days of culture with CD40L Fb alone also displayed increased surface expression of FasL, CD5, and CD1d relative to freshly-isolated B cells (Figure 5E).

### B Cells Stimulated with IL-5 and CD40L Induce Antigen-specific Apoptosis in CD4^+^ T Cells

Naïve CD4^+^ T cells are relatively protected from FasL-mediated killing, but will readily undergo apoptosis in response to Fas signaling after activation. We therefore used *in vitro* activated CD4^+^ T cells from TCR transgenic mice as targets to test the apoptosis-inducing capacity of B cells. Splenocytes from cII-TCR transgenic mice were collected and cultured with Concanavalin A. After three days, activated CD4^+^ T cells were then negatively-selected by MACS and co-cultured at a 1∶1 ratio with B cells in the presence or absence of cognate peptide. After 18 hours, we assessed apoptosis among CD4^+^ T cells by Annexin V/propidium iodide staining (Figures 6A and 6B).

**Figure 6:**
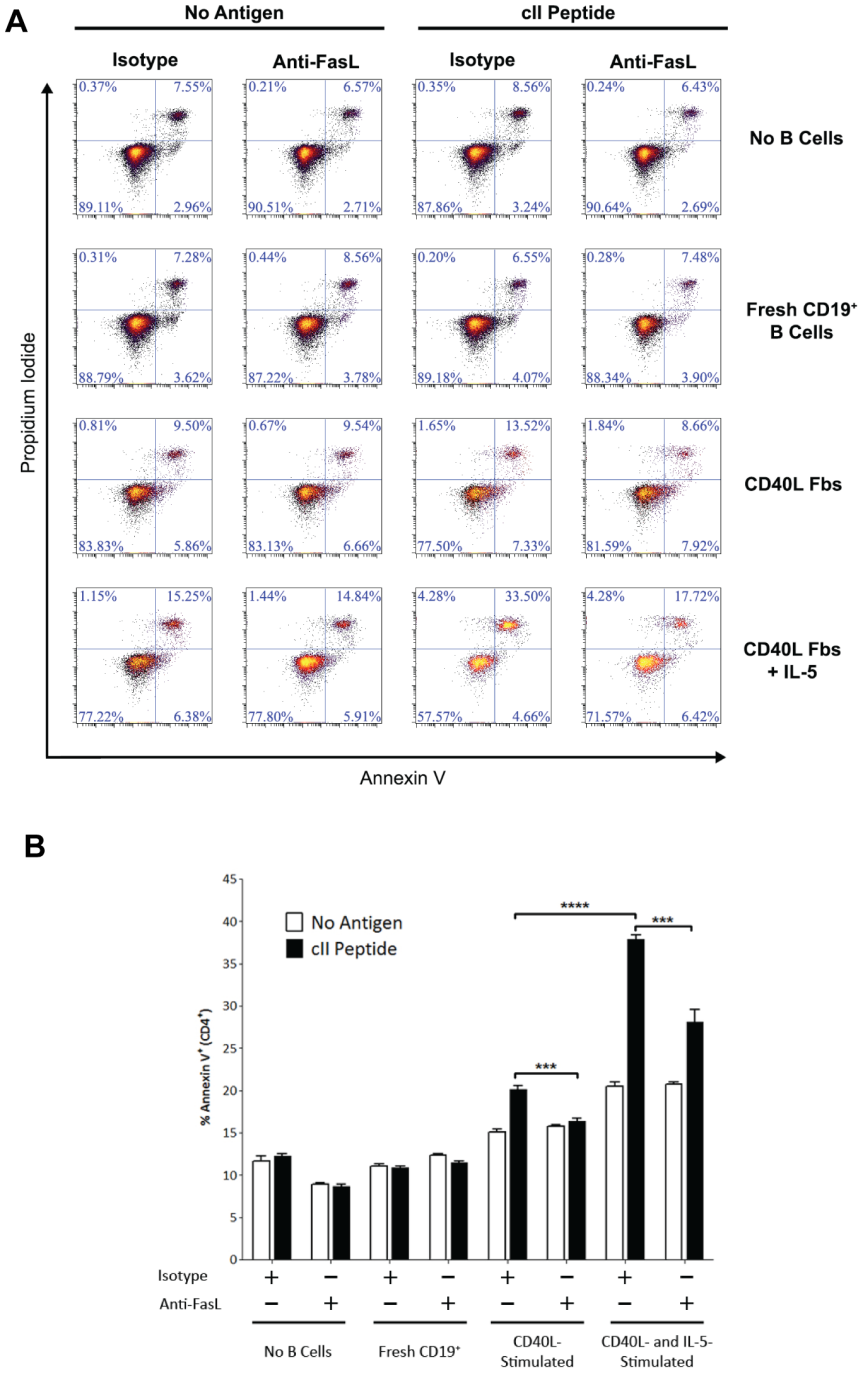
B cells stimulated with IL-5 and CD40L induce antigen-specific apoptosis in CD4^+^ T cells. Splenocytes were isolated from naive cII-TCR transgenic mice and stimulated *in vitro* with Concanavalin A. After three days in culture, CD4^+^ T cells were negatively-selected by MACS and co-cultured with freshly-isolated CD19^+^ splenic B cells or stimulated B cells at a 1∶1 ratio. B cells were incubated with anti-FasL blocking antibody or an isotype control antibody for 1 hour and washed with PBS prior to co-culture with CD4^+^ T cells. In wells with no B cells, anti-FasL antibody or isotype control antibody were directly added to culture wells to assess FasL-mediated “fratricide” between CD4^+^ T cells. Apoptosis was measured at 18 hours by flow cytometry as the percentage of CD4^+^cells that were positive for Annexin V staining. (**A**) Representative plots of gated CD4^+^ T cells for Annexin V and propidium iodide following co-culture with B cells. (**B**) Quantification (mean ± SEM) from a single experiment as described in (A). Data are representative of four independent experiments. ***p<0.001 and ****p<0.0001.

In the absence of cognate peptide, B cells stimulated with CD40L alone or in conjunction with IL-5 induced slightly higher levels of apoptosis than were induced by fresh CD19^+^ B cells (Figures 6A and 6B). In the presence of cognate peptide, however, the IL-5-stimulated B cells induced significantly higher levels of apoptosis in CD4^+^ T cells than either freshly-isolated CD19^+^ B cells or B cells stimulated with CD40L Fbs alone (Figures 6A and 6B). To test the role of B cell-derived FasL in this killing activity, we pre-treated B cells for one hour with an anti-FasL blocking antibody or isotype control antibody prior to co-culture with CD4^+^ T cells. Blocking FasL on B cells significantly abrogated the antigen-specific killing function of CD40L -stimulated and IL-5/CD40L-stimulated B cells (Figures 6A and 6B). Taken together, these results demonstrate that these stimulated B cells induce apoptosis in CD4^+^ T cells at a low effector-to-target ratio, and that this effect is antigen specific and FasL-dependent. B cells stimulated with CD40L Fb alone also induced antigen-specific apoptosis in T cells, but had significantly weaker killing activity relative to that of B cells stimulated with IL-5 and CD40L (Figure 6A and 6B).

### IL-5 Enhances Secretion of IL-10 in CD40L-stimulated B Cells

Our initial microarray findings showed that expression of the IL-5 receptor was high in CD5^+^CD1d^high^ B cells, a population which is enriched for both FasL^+^ B cells and IL-10-producing B cells. 

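In the same arrays, genes tied to regulatory B cells were on balance higher in CD5+CD1d high B cells: 9 of the 11 kept were higher, 4 of them (3 with low values set to the filter level) at least 2-fold, and the list's median log2 difference was 0.32, above 99.98% of random lists. *Cd9*, a surface tetraspanin, was 3.67-fold higher, *Havcr1* (TIM-1) 2.39-fold (1.45-fold from its other probe set) and *Ebi3*, a subunit of IL-27 and IL-35, 2.16-fold higher, while *Ctla4* was at least 1.30-fold higher. *Cd9* is also a marginal zone B cell gene, and macrophages express it; the macrophage genes were higher on the same array. *Il10* had log2 values of 4.53 in CD5+CD1d high B cells and 3.87 in CD5-CD1d high B cells, and *Fasl* had values of 3.48 and 3.22. These values, and those of the other *Fasl* probe set, lay under the filter level of 4.91, so no fold is given. *Fas*, the receptor of FasL, had the same value on both arrays (5.16). Among 16 genes of death ligands and secretory lysosomes, 0 differed 2-fold, and *Prf1* (perforin) was 1.45-fold lower. Of 17 genes that transmit or respond to the IL-5 signal, the largest difference was that of *Ccnd2*, which was 2.00-fold higher and ranged from 1.99-fold to 2.71-fold over its 7 probe sets. *Ccnd2* is also in the list of B-1 cell genes, which were higher on the same array. The kinase gene *Pim1* (1.60-fold) was higher, while *Socs3* (1.87-fold, and a log2 difference of -0.29 from the probe set closest to 0) and *Bcl6* (1.84-fold) were lower. *Stat5a* and *Stat5b*, the transcription factors downstream of the receptor, differed by -0.06 and -0.20. From the other probe set of each gene, the differences were 0.29 and 0.01. The median of this list was 0.13, above 98.2% of random lists. It no longer stood apart after a further quantile normalization (0.081), removal of the trend with intensity (0.11), without the suffixed probe sets (0.13) or with the probe set of median difference (0.055), and was -0.039 with the filter at the 75th percentile.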

We therefore sought to determine whether IL-5 also affected IL-10 secretion. Using the same system outlined in Figure 5A, we cultured B cells with CD40L Fb in the presence or absence of IL-5 for five days. Cultured B cells were then harvested, washed, and re-cultured at equal cell concentrations along with freshly-isolated CD19^+^ B cells. After 24 hours, culture supernatants were collected and IL-10 secretion was measured by ELISA. As seen in Figure 7A, B cells stimulated with IL-5 and CD40L produced detectable amounts of IL-10 without further re-stimulation, whereas B cells stimulated by CD40L alone or freshly-isolated B cells did not produce detectable IL-10. In response to stimulation with PMA and ionomycin, B cells stimulated with CD40L alone secreted IL-10, but this secretion was greatly enhanced by the addition of IL-5 (Figure 7B). From these data, we conclude that stimulation with IL-5 and CD40L, in addition to its ability to induce FasL-mediated killer function in B cells, also enhances IL-10 secretion.

**Figure 7:**
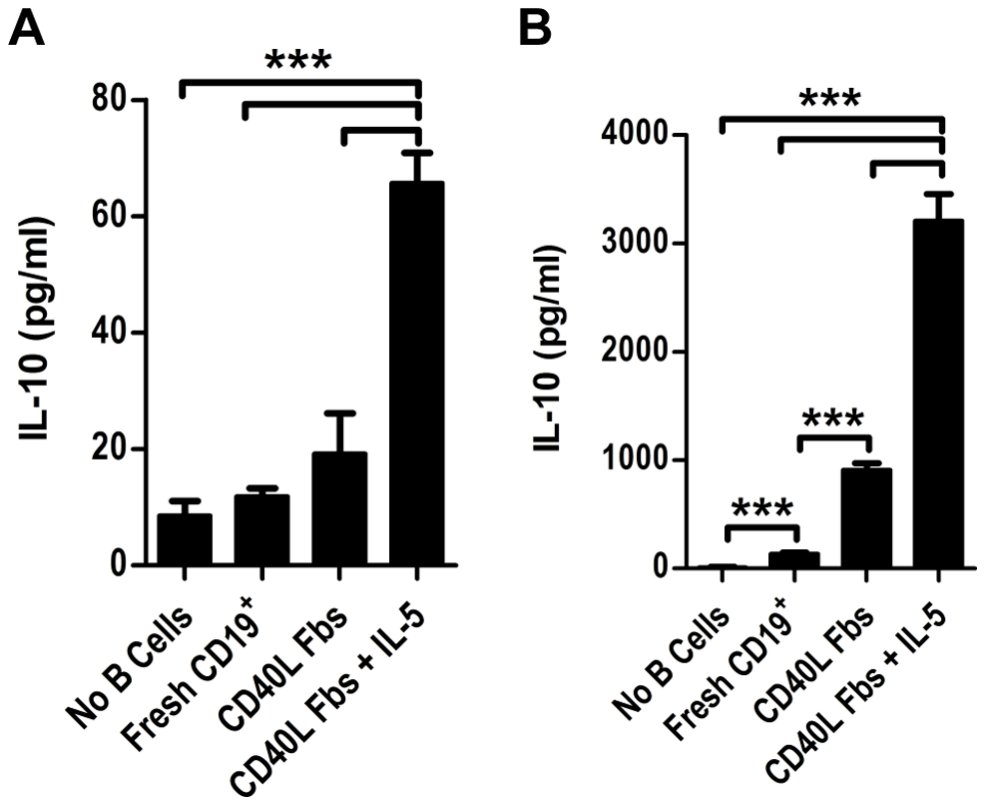
IL-5 enhances IL-10 secretion from CD40L-stimulated B cells. CD19^+^ B cells were isolated by MACS from naïve mice and cultured for five days with CD40L-expressing fibroblasts in the presence or absence of IL-5. B cells were then harvested, washed in PBS, and cultured overnight at equivalent cell concentrations (7.5×10^5^ viable cells/mL) in the presence or absence of stimulation with PMA and ionomycin. IL-10 in the culture supernatants was measured by ELISA. (**A**) IL-10 secretion from B cells after overnight culture with no further stimulation. (**B**) IL-10 secretion from B cells after overnight culture with PMA and ionomycin. Data are representative of at least three independent experiments (mean ± SEM). ***p<0.001.

### IL-5-mediated Induction of Killer B Cell Function is Inhibited by IL-4

As IL-5 is associated with the type-2 immune response, we hypothesized that IL-4, the hallmark cytokine of the type-2 response, might have an enhancing effect on the IL-5-mediated killer B cell program. To test this, we assessed the apoptosis-inducing capacity of B cells cultured with CD40L Fb and IL-4, IL-5, or both cytokines simultaneously as in Figure 5A. B cells cultured with IL-4 and CD40L Fb did not display any detectable killing activity, in contrast to the measurable antigen-specific apoptosis induced by CD40L stimulation alone and the robust killing displayed by B cells stimulated with IL-5 and CD40L Fb. (Figure 8A). When both IL-4 and IL-5 were present in B cell cultures, the resulting cells again displayed no detectable killing activity (Figure 8A). These data therefore suggest that, rather than enhancing the effects of IL-5, IL-4 instead strongly inhibited the killing function induced by IL-5 in B cells.

**Figure 8:**
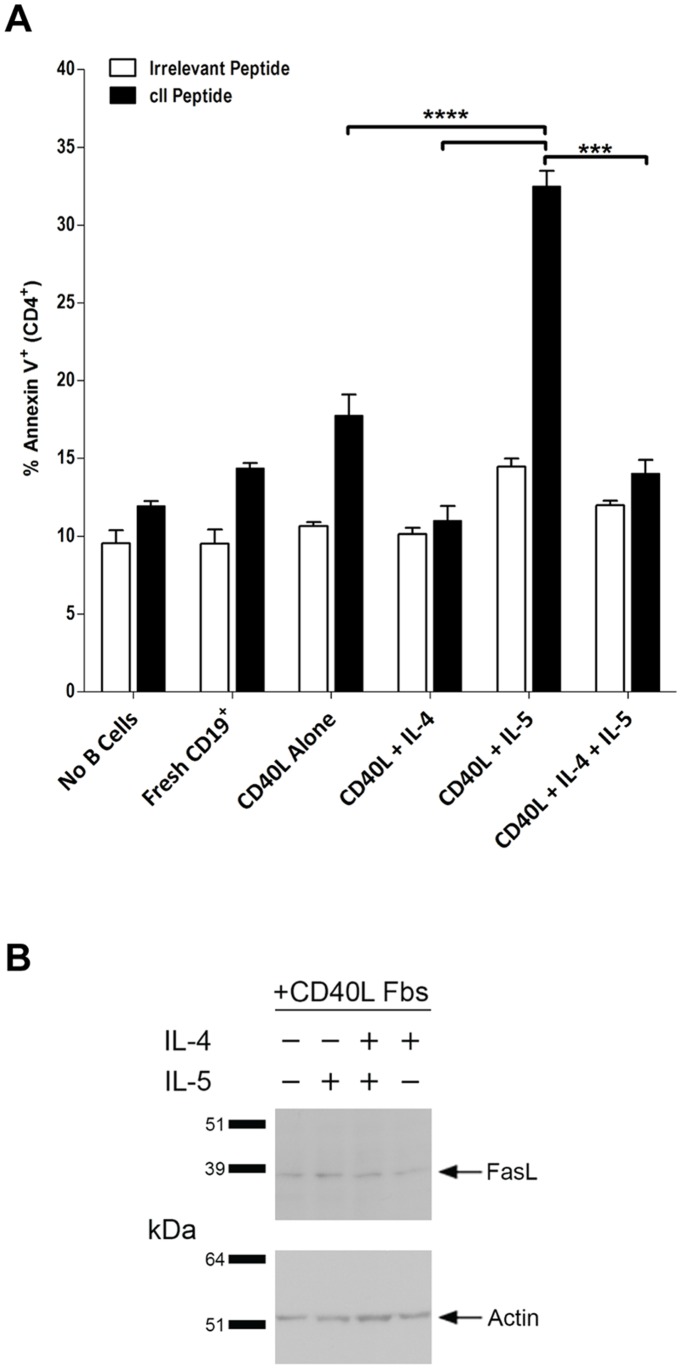
IL-5-mediated induction of killer B cell function, but not FasL expression, is inhibited by IL-4. CD19^+^ B cells from naïve mice were cultured for five days with CD40L Fb and IL-4, IL-5, or both cytokines concurrently. (**A**) The ability of B cells stimulated under these conditions to induce apoptosis in activated CD4^+^ T cells was then assessed as in Figure 6. Apoptotic cells were identified and enumerated (mean ± SEM) on the basis of positive staining for Annexin V by flow cytometry. (**B**) B cells were cultured with CD40L-expressing fibroblasts in the presence or absence of IL-4 and IL-5, or in the presence of both cytokines. Cells were harvested after 5 days in culture and cell lysates were probed for FasL and β-Actin proteins as in Figure 5G. ***p<0.001 and ****p<0.0001.

Given its ability to dominantly inhibit the increased killing activity induced by IL-5, we hypothesized that IL-4 accomplished this inhibition by reducing FasL expression. Somewhat unexpectedly, we found essentially equivalent amounts of FasL protein (on a per cell basis) in all B cells stimulated with CD40L, regardless of the addition of cytokines (Figure 8B). These data suggest that the mechanism through which IL-4 inhibits IL-5-induced killer B cell function does not rely on reducing levels of FasL protein in B cells.

## Discussion

B cells can modulate an immune response through a variety of mechanisms including the expression of FasL [13], [21], [26]. The Fas/FasL signaling axis is critical for the maintenance of self-tolerance, as mice bearing natural mutations in genes coding for these molecules develop spontaneous systemic autoimmunity [27], [28]. We show here that B cells make up the majority of FasL-expressing splenocytes in naïve mice, suggesting that FasL^+^ B cells may play a role in maintaining immune homeostasis. FasL^+^ APCs have demonstrated efficacy in establishing tolerance upon adoptive transfer, as both endogenous unaltered B cells and APCs transduced with FasL-expression vectors mediate the induction of antigen-specific tolerance [21], [29], [30]. In light of these studies, further examination of endogenous FasL^+^ APCs is warranted to understand their importance in maintaining immune homeostasis and self-tolerance.

Our results demonstrate that FasL^+^ B cells have a surface phenotype that bears some similarity to that reported for the B10 subset of IL-10-producing B cells [22]. Specifically, FasL^+^ B cells are moderately enriched in the CD5^+^CD1d^high^ B cell subset, but only a minority of FasL^+^ B cells is found within this B cell subset. IL-10-producing B cells are also enriched among CD5^+^CD1d^high^ B cells, but only ∼25% of IL-10-producing B cells reside in the CD5^+^CD1d^high^ subset [22], [24]. Despite their shared enrichment in the CD5^+^CD1d^high^ B cell subset, IL-10-producing cells are not more frequent among FasL^+^ B cells than FasL^−^ B cells. The FasL^+^ B cells that do secrete IL-10, however, are extremely rare, making up<0.1% of all splenic B cells (∼2% of B cells are FasL^+^, and ∼4% of FasL^+^ B cells produce IL-10 after *ex vivo* stimulation). Although FasL^+^IL-10^+^ B cells might be more frequent in animals mounting an active immune response, their extreme paucity in naïve mice has made characterizing these cells further technically difficult.

FasL^+^ B cells also share some phenotypic characteristics with B-1a cells (CD5^+^IgM^high^) and marginal zone B cells (CD1d^high^). These innate-like B cell subsets share functional similarities, and arise from a common precursor population distinct from that of follicular B-2 cells [31]–[34]. Innate-like B cells secrete natural IgM antibodies that play a role in the elimination of apoptotic cells [35]–[37]. Natural antibodies in this scenario are anti-inflammatory as they aid in the clearance of apoptotic cells, and even in the absence of relevant antigens can directly inhibit the activation of antigen-presenting cells. Currently, only circumstantial evidence supports a link between killer B cells and innate-like B cells, and more study is required to determine the relationship between these cell types.

We also report here for the first time that that stimulating B cells with IL-5 in conjunction with CD40L results in an expanded B cell population enriched for FasL expression and able to secrete IL-10. This finding is consistent with our previous studies demonstrating that FasL^+^ B cells were increased in mice infected with *S. mansoni* and in a mouse model of chronic allergen-induced asthma, two conditions that result in an increase in T cell activation and production of IL-5 and other type 2 cytokines [17], [38]. It is important to note that the effects of IL-5 on the immune system appear to be pleiotropic, as both pro- and anti-inflammatory effects have been reported. IL-5 has a role in generating optimal antibody responses, as mice in which B cells are unable to respond to IL-5 signaling are defective in plasma cell differentiation and have reduced levels of circulating antibodies [39]. Accordingly, over-expression of IL-5 results in increased antibody levels and hypereosinophilia, and mice deficient in IL-5 receptor signaling have reduced levels of antibodies [40], [41]. In contrast, IL-5 is a critical survival factor for peritoneal B-1 cells, and administration of IL-5 leads to an increase in secretion of anti-inflammatory natural antibodies by B-1 cells [42], [43]. In a rat model of multiple sclerosis, IL-5 administration had therapeutic effects, acting at least in part by inducing FoxP3^+^ regulatory T cells [44]. Further work is needed in examining the role of IL-5 in autoimmunity, however, as mice deficient in IL-5 appeared to have a similar clinical course of EAE [45]. None-the-less, because of its ability to induce cytotoxic activity and increase production of both IL-10 and natural antibodies in B cells, the IL-5/IL-5 receptor axis makes for an intriguing target for therapeutic intervention in pathogenic inflammatory conditions.

While the *in vivo* targets of FasL^+^ B cells remain to be determined, we show here that IL-5 stimulated FasL^+^ B cells induce apoptosis in activated CD4^+^ T cells. This killing function was greatly increased upon the addition of antigen, suggesting that FasL^+^ B cells preferentially target T cells based upon antigen specificity. The potency of this killing effect is especially noteworthy, as an effector-to-target ratio 10–20 fold lower than usually required to measure cytotoxic activity resulted in significant levels of apoptosis in CD4^+^ T cells. While thymic negative selection of T cells is thought to eliminate those which respond to self-antigens, some autoreactive T cells are present among peripheral T cells [46]. As innate-like B cells frequently possess self-reactive BCRs, the antigens presented by FasL^+^ B cells would be expected to be enriched for self-antigens due to BCR-mediated endocytosis and processing of host-derived molecules [31]. FasL^+^ B cells may therefore play a role in maintaining self-tolerance by eliminating CD4^+^ T cells recognizing self-antigens that escape negative selection in the thymus. While it has been reported that mice with a targeted deletion of the *Fasl* gene in B cells show symptoms of autoimmunity, further work is needed to evaluate the importance of this mechanism in animal models of autoimmunity [20].

We also found that IL-4 dominantly inhibited the IL-5-induced killer function of B cells. Intriguingly, despite the vast difference in their killing activity there is no consistent difference in FasL protein levels (on a per cell basis) between B cells stimulated with IL-5 and CD40L and those stimulated with IL-4, IL-5, and CD40L (Figure 8B). Thus, IL-4 must inhibit the FasL-mediated killing function induced by IL-5 through other mechanisms. These data are in agreement with previous findings regarding induction of FasL^+^ B cells by IL-4 and IL-10 in the schistosome granuloma model [17]. While perhaps unexpected, this result is consistent with what is known regarding the complex and unusual regulation of FasL. Killer cells such as cytotoxic T cells and NK cells keep most FasL protein sequestered in the secretory lysosome, an endosomal-like intracellular compartment [41], [47]. FasL is then moved to the cell surface in response to signals received upon encounter with an appropriate target cell. There are several nodes of regulation in this process upon which IL-4 may act, such as preventing the phosphorylation events required for the transport of FasL to the secretory lysosome, inhibiting the movement of the secretory lysosome to the cell surface, or reducing the signals received from target cells that activate the mobilization of secretory lysosome granules [48]. This result also suggests a prominent role for CD40 signaling in FasL induction in B cells, as even the small population of B cells that survived with only CD40L stimulation expressed FasL and had measurable FasL-mediated killer function. Similar effects of CD40 ligation on FasL expression have been noted in mouse Langerhan’s cells, human hepatocytes and ovarian cancer cells [49]–[51]. Additionally, CD40 signaling results in down-regulation of BCL6, a transcription factor that competes with STAT3 for DNA binding sites [49], [50]. CD40 signaling therefore enhances STAT3 binding and facilitates the downstream effects of cytokines that signal through STAT3 by reducing levels of BCL6. The IL-5 receptor has been shown to activate STAT5, a transcription factor which shares many binding sites with STAT3 throughout the genome [48]. Therefore, it is possible that CD40 signaling acts in synergy with IL-5-receptor signaling to induce a killer phenotype in B cells. Using a B cell-derived cell line, we found that both CD40L and IL-5 stimulation individually induced FasL expression in an additive manner, suggesting that these two pathways might work in concert to increase FasL expression in B cells (Figure S3).

While expression of IL-4 and IL-5 is coordinately regulated in Th2 cells, other cell types secrete IL-5 and little or no IL-4. Among these cells are the recently-identified populations of innate lymphoid cells [52]–[54]. These cells are the major producers of IL-5 under homeostatic conditions, and while present but infrequent in the spleen, they are heavily enriched in locations where immunoregulation is essential for maintaining tolerance to innocuous environmental antigens and commensal microbes, such as lymphoid structures associated with the lung and intestine. One role for these innate IL-5-producing lymphoid cells might therefore be to help preserve immune homeostasis at these sites through IL-5-mediated induction of potentially regulatory B cell functions. It has also been reported that as murine Th2 cells are activated over time they transition from producing both IL-4 and IL-5 to producing exclusively IL-5 [55]. This is consistent with our previous finding that mice chronically infected with *S. mansoni* have increased numbers of FasL^+^ B cells [16], and suggests a model in which the return to homeostasis at the cessation of type 2 responses includes IL-5-mediated induction of killer B cells.

It has been suggested that, rather than existing as a homogenous population, B cells with immunosuppressive functions can arise from both B-1 and B-2 cells [56]. In this case, it is likely that different growth factors would differentially act on B cells from these different lineages. Recently the cytokine IL-21 was identified as a growth factor for IL-10-producing B cells using a similar culture system as we have used in this study [57]. As IL-21 is associated with the growth of follicular B cells, it is possible that IL-21 drives the growth of B-2-derived regulatory B cells, while IL-5 induces the growth of B-1-derived regulatory B cells. Given their differing niches, regulatory B cells derived from B-2 cells might be more effective in inhibiting autoimmunity in the peripheral lymphoid organs, whereas B-1-derived regulatory cells might be more effective at mucosal sites. More work is required, however, to clarify the differences and similarities of B cells stimulated with IL-21 or IL-5, as these two types of B cells might also target different cells *in vivo*.

Since B cells stimulated with IL-5 and CD40L secrete IL-10 and are potent inducers of apoptosis in activated T cells, we have made several attempts to assess their immunosuppressive function *in vivo* by adoptive transfer in a collagen-induced arthritis model. Our results thus far have failed to clearly define an effect for these transferred cells, as mice receiving untreated B cells or PBS have a similar disease course as those receiving IL-5-stimulated B cells (data not shown). B cells stimulated with IL-5 and CD40L, although enriched for B cells with killer function, still display heterogeneity. Given the reported pleiotropic effects of IL-5 on B cells outlined above, it is possible that IL-5 and CD40L stimulation results in expansion of a population of cells that is enriched for B cells with potential regulatory functions but not exclusively immunosuppressive in nature. Recently-published data reporting the strong effects of IL-21 on regulatory B cell growth showed a similar outcome, as *in vitro* treatment of CD19^+^ B cells with IL-21 led to enrichment of IL-10-producing B cells, but IL-10-producing B cells still comprised only a minority of B cells in culture [57]. It is also possible that, as mentioned above, B-1-derived regulatory B cells exert their immunosuppressive effects at locations distinct from those of B-2-derived regulatory B cells, and therefore the function of these cells would be better assessed in a different model system. Further work is therefore warranted to definitively demonstrate a role for IL-5 in the generation of immunosuppressive B cells *in vivo*, and this is an important caveat to our study.

In summary, the data presented herein characterize the phenotype of FasL^+^ B cells and demonstrate that FasL^+^ B cells are enriched in the CD5^+^CD1d^high^ B cells subset. A portion of FasL^+^ B cells express IL-10 in addition to FasL, but these FasL^+^IL-10^+^ B cells are extremely rare in naïve mice, representing <0.1% of all splenic B cells. Additionally, we show here for the first time that stimulation with IL-5 and CD40L expanded a population of B cells with potent FasL-mediated T cell-killing activity, and IL-5 enhanced IL-10 secretion from CD40L-stimulated B cells. Finally, IL-4 strongly inhibited the B cell killing activity mediated by IL-5, suggesting that cross-talk between these type-2 cytokines might be important in modulating the activity of killer B cells. Understanding the specifics of this IL-4/IL-5 axis in regards to B cell function could provide new targets for the design of therapeutic strategies for patients with autoimmune disorders or other inflammatory conditions.

## Materials and Methods

### Ethics Statement

All protocols involving animal subjects were approved by the University of Michigan Committee on the Use and Care of Animals.

### Mice

Wild-type DBA/1LacJ mice were obtained from our breeding colony at the University of Michigan or purchased from Jackson Laboratories. The cII-TCR transgenic mice were generated on the DBA/1LacJ background and recognize an immunodominant epitope of type 2 collagen (cII_259-272_) when presented by the MHC class II I-A^q^ molecule expressed in DBA/1 mice [18]. The presence of the transgene was confirmed by polymerase chain reaction genotyping in all animals.

### Flow Cytometry

Fluorochrome-conjugated antibodies and isotype controls were obtained from BD Biosciences (anti-CD19-APC, anti-CD19-PECy7, anti-B220-PECy7, anti-CD93-FITC, anti-CD23-FITC, anti-IgM-PECy7, anti-CD21-PE, anti-CD24-PE, anti-CD5-APC, anti-CD1d-FITC, anti-CD125-PE, anti-FasL-PE, anti-FasL-Biotin) or Biolegend (anti-CD3-APC, anti-CD9-FITC). Cells were incubated with anti-CD16/CD32 Fc Block (BD Biosciences) prior to staining and analyzed on an Accuri C6 flow cytometer. In all analyses, propidium iodide was used to exclude dead cells and doublets were excluded by gating based on forward scatter height and area channels. Data were analyzed using Cytobank web-based software [58] or FlowJo v7.6.5 (Tree Star, Inc.).

### Fluorescence-Activated Cell Sorting

Splenocytes from naïve mice were stained with anti-CD19-APC and anti-FasL-PE (BD Biosciences). CD19^+^FasL^−^ and CD19^+^FasL^+^ populations were then isolated using a FACSAria II (BD Biosciences).

### Identifying IL-10-producing B Cells

FasL^−^ and FasL^+^ B cell populations obtained by FACS were cultured for five hours with 50 ng/mL phorbol myristate acetate (PMA), 1 µg/mL ionomycin, and 5 µg/mL lipopolysaccharide (LPS) in the presence of monensin (GolgiStop, BD Biosciences). B cells were then fixed (4% paraformaldehyde) and permeabilized (0.5% Saponin, 0.2% BSA, 0.1% sodium azide in phosphate buffered saline) prior to staining with anti-IL10-FITC or isotype control antibody (BD Biosciences). No cells staining positive for IL-10 were detected in cultures without stimulation or in B cells treated with monensin in the absence of PMA/ionomycin/LPS stimulation (data not shown).

### B Cell Isolation and Culture

B lymphocytes were positively-selected from single-cell splenocyte suspensions using anti-CD19-coated magnetic beads (Miltenyi Biotec). Isolated B cell populations were routinely >95% pure. Mouse CD40L-transduced NIH-3T3 fibroblasts (a gift from Dr. Kevin McDonagh) were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% calf serum, penicillin/streptomycin, and L-glutamine [59]. For B cell stimulation cultures, CD19^+^ cells were added to a confluent layer of irradiated (30 Gy) CD40L-expressing fibroblasts in 24- or 96-well flat-bottomed culture plates in the presence or absence of 50 ng/mL recombinant mouse IL-5 and/or IL-4 (Peprotech Inc.). All stimulations were performed in DMEM supplemented with 10% fetal calf serum, penicillin/streptomycin, L-glutamine, 50 µg/mL transferrin, and 5 µg/mL insulin. After 5 days in culture, supernatants and B cells were collected for further study. Viable cells were enumerated using trypan blue exclusion.

### Proliferation Assay

B cells were cultured with irradiated CD40L-expressing fibroblasts in the presence or absence of IL-5. After 4 days, ^3^H-thymidine was added (5 µCi final concentration) and cells were harvested after 18 hours in culture. Radioactivity was assessed by a scintillation counter. Control wells containing CD40L-fibroblasts alone or B cells cultured on non-transduced NIH-3T3 fibroblasts showed no detectable proliferation in response to IL-5 (data not shown).

### Immunoblotting

Cell lysates from equal numbers of freshly-isolated CD19^+^ cells and B cells stimulated for five days with CD40L-expressing fibroblasts and cytokines were separated by SDS-PAGE and transferred to a PVDF membrane. Membranes were blocked and incubated with polyclonal rabbit anti-FasL IgG (Millipore) or anti-β-Actin (Cell Signaling). Antibody binding was detected with an anti-rabbit IgG-HRP secondary antibody (Cell Signaling) and ECL reagent (Thermo Scientific).

### Apoptosis Assay

Splenocytes were harvested from cII-TCR transgenic mice and stimulated with 2 µg/mL concanavalin A for three days. CD4^+^ T cells were then negatively selected by magnetic activated cell sorting (MACS) and cultured with freshly-isolated CD19^+^ B cells or B cells stimulated for 5 days on CD40L-expressing fibroblasts with or without IL-5. CD4^+^ T cell populations were >90% CD4^+^ after negative selection. Apoptosis assays were performed in RPMI supplemented with 10% fetal calf serum, penicillin/streptomycin, L-glutamine, HEPES, sodium pyruvate, and β-mercaptoethanol. After 18 hours of co-culture (1∶1 effector-to-target ratio), cells were collected and stained with anti-CD4-PE, Annexin V-FITC (BD Biosciences), and propidium iodide. Prior to co-culture with CD4^+^ T cells, some B cells were incubated with 10 µg/mL anti-FasL blocking antibody (R&D Systems) or an isotype control antibody for one hour and washed. To assess FasL-mediated “fratricide” between CD4^+^ T cells, control wells with T cells alone contained these antibodies for the full duration of culture. Apoptosis was measured by flow cytometry as the frequency of Annexin V^+^ cells within the CD4^+^ gated population.

### Enzyme-linked Immunosorbent Assay (ELISA)

B cells were cultured on CD40L-expressing fibroblasts for five days in the presence or absence of IL-5. Equal concentrations(7.5×10^5^ cells/mL) of stimulated B cells and freshly-isolated CD19^+^ B cells were then cultured in 96-well flat-bottomed plates with either no further stimulation, or with PMA (50 ng/mL) and ionomycin (1 µg/mL). Supernatants were collected after 24 hours, and IL-10 was quantified by ELISA following manufacturer’s protocols (R&D Systems).

### Statistics

The student’s *t* test was used to compare experimental groups using GraphPad Prism 5.0 software. Levels of significance are denoted throughout as follows: *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. All graphs depict the mean ± SEM of replicate conditions/animals.

## Supporting Information

Figure S1 CD23^+^CD21^high^ B cells are not enriched among FasL^+^ B cells. (**A**) FasL^−^ and FasL^+^ B cells were stained for co-expression of CD23 and CD21. (**B**) The frequency of B cell populations as gated in (A) among FasL^−^ and FasL^+^ B cells in replicate animals was measured. (mean ± SEM)
(TIF)

Figure S2 Staining protocols for identifying IL-10-expressing B cells by intracellular staining eliminate FasL staining. Short-term culture and fixation reduce FasL surface staining in B cells. (**A**) Splenocytes from naïve mice were cultured for 6 hours with PMA (50 ng/mL), ionomycin (1 µg/mL) and LPS (5 µg/mL), stained with anti-CD19 and anti-FasL (or isotype control), then fixed and stained for intracellular IL-10. CD19^+^ cells were assayed for surface expression of FasL and intracellular IL-10. (**B**) Surface expression of FasL was assessed on CD19^+^ cells immediately *ex vivo* and after 6 hrs in culture with no further stimulation. The first set of panels depicts surface staining on living cells, and the second set of panels depicts staining on cells after fixation as in (A).
(TIF)

Figure S3 CD40L and IL-5 have additive effects on FasL levels in a B cell-derived cell line. The murine B cell-derived hybridoma cell line CIIC1 was cultured for two days with CD40L-expressing fibroblasts, IL-5 (50 ng/mL), or both CD40L-expressing fibroblasts and IL-5. Cell lysates from each condition were then probed for FasL and β-Actin proteins by immunoblot as in Figure 5G of the main text. The CIIC1 hybridoma was generated by fusing the Ag8.653 myeloma cell line with a B cell from a DBA/1 mouse immunized with chick type-II collagen emulsified in complete Freund’s adjuvant.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

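RNA of CD5+CD1d high and CD5-CD1d high B cells, each sorted from pooled mouse splenocytes, was labeled with biotin and hybridized to 1 Affymetrix GeneChip mouse array per population. The sources name RMA and the affy package for the processing by the authors; the version is not given in the sources used here, nor whether both arrays were normalized together. RMA corrects the background, normalizes the probes by quantiles and summarizes each probe set by median polish. The deposited values are on the log2 scale and were used as they are, in the range from 2.01 to 14.59. On the deposited scale, 2155 of the 45101 probe sets had exactly equal values on both arrays, and the Pearson correlation across probe sets was 0.992; probe sets are not independent replicates. The table has no detection calls.

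Probe sets were named from the annotation of this array's probe sets and the RefSeq gene table (matched on Entrez gene ID for 34754 of the 34958 probe sets with 1 gene, which changed 0 symbols). The 932 probe sets with several genes and the 9211 probe sets without a gene name in this annotation were left out of gene values, so that some genes of the lists, such as *Cd19*, are not named on the array here. Of the listed genes, 405 of 448 entries were measured. No genome coordinates were used.

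A gene's value was that of its probe set with the highest mean. Genes were kept when the higher of both values was at or above the 50th percentile of all values, 4.91. The difference between populations, its fold and its rank were computed for each gene, with the percentile among the 500 genes of closest mean value. A fold with the lower value under the filter level was computed against that level and written as a lower bound, and no fold was given with both values under it. For gene lists, the median difference of the kept genes was set against 10000 random lists of the same size drawn from the same 20 bins of mean value, for lists with at least 3 kept genes. A list under the 2.5th or over the 97.5th percentile was described as standing apart. With 1 array per population no test, error or p-value was computed. The number of arrays limits the precision.

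Genes that could be named were set by a rule in advance: sort markers and genes that the paper measures or names, the 12 genes with the largest difference in each direction, up to 4 genes of each list with the largest difference in size, and cytokine receptors that differed at least 2-fold. The text names only part of them. *Alb*, *Serpina1b*, *Csf2ra*, *Il3ra*, *Hba-a1*, *Cd4* and *Cd8a* were named after their values were seen; *Lyz2* and *Csf2rb2* were named in tests set in advance. Alternatives set in advance were centering by the median difference, a further quantile normalization, removal of the trend of the difference with mean value by lowess (span 0.3), no filter, a filter on the mean, a filter at the 75th percentile, the mean of a gene's probe sets, leaving out probe sets with the suffixes _s_at, _x_at and _a_at, the probe set with the median difference, and a threshold of 2-fold. A value was taken as moved when it differed more than 1.5 times from the main value. An even loss of purity was tested in 3 forms, all chosen after the values were seen. One was a count over neutrophil, NK cell, platelet and eosinophil markers (0 of 37 at least 2-fold higher, with 8 kept). Another was a count over the kept markers of all other splenic cell types (3 of 23). With low values set to the filter level, 1 T cell marker and 1 dendritic cell marker remained in that count. The last was the distance between medians against the interquartile range. Both counts argued against it by cut-offs picked with the values known; the last form, which does not exclude it, is the one reported.

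The functions were tested on simulated pairs of arrays made from the mean values of the 18194 genes with 200 genes changed. At the 3-fold threshold, 2.0% of genes changed 2-fold, 94.0% of genes changed 4-fold and 100% of genes changed 8-fold were recovered, with 0 unchanged genes counted. In that simulation the noise came from the middle of the distribution of differences between the arrays, so it leaves out differences between animals. It was drawn from the same normal distribution for every gene, which also leaves out any larger spread of dim genes. A 3-fold difference lies far outside such noise, so the count of 0 followed from the setting. It does not tell how many genes counted on the real arrays are false. Of 200 random lists of 15 unchanged genes, 96.0% lay between the 2.5th and 97.5th percentiles. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.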

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

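The tests of the macrophage and stromal genes as a pattern, the use of 18S ribosomal RNA in the test of RNA degradation, the need for enough granulocyte markers to be kept, and the B-1 cell list without shared members were chosen after the values were seen; the other tests were set in advance.

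Both chains of the IL-5 receptor were higher in CD5+CD1d high B cells. A trend of the difference with signal intensity is argued against by the lower fold of 3.57 that was left when it was removed. Signal of the paralog *Csf2rb2* stays open, although the bound set in advance was met. The lower of the probe sets annotated to *Csf2rb* alone was 4.55-fold higher, and that of *Csf2rb2* was under the filter level on both arrays. The probe set annotated to both paralogs was only 1.69-fold higher, and the specificity of the probes was not checked by sequence. Eosinophils or other granulocytes in the CD5+CD1d high sort stay open: 0 of 22 measured markers were 2-fold higher, which meets the bound set in advance, but 19 of them were under the filter level on both arrays, where a value excludes nothing. A difference in RNA degradation stays open, since the 3′ minus 5′ difference changed by at most 0.19 between the arrays for the *Gapdh* and *Actb* controls, which is under the bound of 0.5 set in advance, but by 1.40 for 18S ribosomal RNA. Macrophages or monocytes in the CD5+CD1d high sort stay open, chiefly for *Csf2rb*: the 13 measured markers had a median log2 difference of 1.53, although *Lyz2*, an abundant macrophage gene, was only 1.33-fold higher and the gate on CD19 should remove such cells. More B-1a cells among CD5+CD1d high B cells also stay open as a biological explanation: the median of the B-1 cell list lay at the 100th percentile of random lists. It was 1.00, also above all random lists, over the 9 of 15 kept members left without those judged to be shared with macrophages or stromal cells. With low values set to the filter level it was 0.59. Whether macrophages, stromal cells or T cells express these 9 genes was not tested.

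Macrophage and stromal genes stood apart together, with median differences of 1.61 and 0.57 (2.42 and 2.21 with the filter at the 75th percentile, and 2.22 for the macrophage genes without suffixed probe sets). An even loss of purity, with every other splenic cell type higher, stays open. Of the kept markers of other splenic cell types, 3 of 23 were at least 2-fold higher, against 9 of 12 for macrophages. With low values set to the filter level, 1 T cell marker and 1 dendritic cell marker remained, and 9 for macrophages. However, the median of these markers and that of the macrophage genes lay 1.54 apart, about as much as the interquartile range of the macrophage genes (1.54). A trend with signal intensity is argued against by the macrophage median of 1.67 after its removal. Whether macrophages and stromal cells were carried into the CD5+CD1d high sort cannot be told apart from expression by the sorted B cells: B cell identity genes had a median of -0.029, and their high levels would hide a small share of other cells. A biological difference between the populations was not tested and stays open.

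T cell markers were higher by unequal amounts. T cells carried into the CD5+ gate would raise *Cd3d*, *Cd3e* and *Cd3g* together, and the middle of their 3 folds, that of *Cd3d*, was 1.498 without the limit set by the filter level. This lies at the bound set in advance, *Cd3e* was 1.39-fold and *Cd3g* at least 2.31-fold higher, *Thy1* was at least 1.68-fold higher, and *Cd4* and *Cd8a* differed by 0.36 and 0.07. The T cell list lay inside the range of random lists (0.32) but stood apart after quantile normalization (0.32), with the trend removed (0.35), without the filter (0.238), with the mean of probe sets (0.302) and without suffixed probe sets (0.418). All these values are near the filter level and have no replicate, so whether T cells were in the gate, which sorted on CD19 and should remove them, stays open.

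Other gene lists, for which the paper reports no microarray values, also stood above the random lists. The B-1 cell genes had a median log2 difference of 1.29. The plasma cell genes had a median of 0.65. The 3 measured immunoglobulin constant regions (*Igha*, *Ighg3* and *Ighm*) had a median of 1.20, and of 0.57 with the probe set of median difference. The cell cycle genes had a median of 0.46. The marginal zone B cell genes had a median of 0.20, which lay within the range of random lists without the filter (0.01), without the suffixed probe sets (0.05) and with the probe set of median difference (0.03).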

How the results depend on the processing

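The alternative with both values at or above the filter level was chosen after seeing the data. *Il5ra* stayed between 3.37-fold and 3.57-fold higher and *Csf2rb* between 4.55-fold and 4.87-fold higher under the 9 alternatives to normalization, filter and probe set. Most of these could not move the folds. The filters leave a gene's difference unchanged, the median difference used for centering was 0, and *Il5ra* has only 1 probe set. Quantile normalization gave 3.51-fold for *Il5ra* and 4.64-fold for *Csf2rb*, and removal of the trend 3.57-fold and 4.72-fold. The mean of probe sets gave 4.87-fold for *Csf2rb*. With the filter at the 75th percentile, 58 genes were at least 3-fold higher and *Il5ra* and *Csf2rb* ranked 52 and 37, since fewer genes were ranked; the median of the IL-5 receptor signaling genes turned to -0.039. With the mean of probe sets the ranks were 72 and 27. With the probe set of median difference, 83 genes were higher, 1 was lower, the ranks were 67 and 34, and *Osmr* differed by -0.061. Without suffixed probe sets, *Ccr9* differed by -0.35. These values of *Osmr* and *Ccr9* came from probe sets under the filter level on both arrays. Another *Ccr9* probe set, which reached the level on the CD5+CD1d high array, was higher by 1.25. The cause was not tested for the other changes with the probe set. A threshold of 2-fold gave 283 and 15 genes by its construction. With both values at or above the level, 69 genes were at least 3-fold higher and the ranks were 56 and 36, again because fewer genes remained. With low values set to the level instead, 87 genes were at least 3-fold higher. Of the 129 genes, 125 were also at least 3-fold higher after quantile normalization, 126 after removal of the trend, 82 with the mean of probe sets and 81 with the probe set of median difference. For 123 other genes of the naming rule, 1043 of 1094 values stayed within 1.5 times the main value, and the others came from the choice of probe set. Many of these values were fixed by construction. The filters and the centering could not change a gene's difference, and the choice of probe set could not move genes with 1 probe set. For 24 gene lists, 189 of 208 medians kept their side of the percentile bounds and their size, where the centering again could change nothing. Signal near background limits the genes with low values, and the single array per population limits all of them.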

Other observations

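The comparison set out to find surface markers, and several surface molecules differed besides those of the IL-5 receptor. The costimulatory genes *Cd80* and *Cd86* were 2.26-fold and 1.69-fold higher in CD5+CD1d high B cells, the adhesion genes *Itgb1* and *Cd44* 2.35-fold and 1.88-fold higher, and the chemokine receptor genes *Ccr1* and *Ackr3* 2.24-fold and 1.91-fold higher. *Ccr9* was at least 2.93-fold higher from the main probe set. *Spn* (CD43), a marker of B-1 cells, was 2.45-fold higher, and 1.34-fold from its other probe set. *Cd40* was 1.39-fold lower, and *Cr2* (CD21), *Cd24a* and *Cd93* differed by -0.16, 0.09 and -0.44 (for *Cd93*, 0.24 with the probe set of median difference, which was under the filter level on both arrays). Macrophages express *Cd80*, *Cd86*, *Itgb1*, *Cd44* and *Ccr1* as well.

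Immunoglobulin genes differed beyond *Igha*. *Ighg3* was 2.29-fold higher (1.36-fold from its other probe set above the filter level), and *Ighm* 1.49-fold higher from its brightest probe set, with a range of 1.17-fold to 6.14-fold over its 8 probe sets above the filter level. The light chain variable region genes *Igkv6-15* and *Igkv19-93* were 2.59-fold and 2.10-fold lower, but the other probe set of *Igkv19-93* was 1.54-fold higher. *Myb*, a transcription factor of the transitional B cell list, was 3.19-fold higher, while the list's median was 0.04, and -0.22 without suffixed probe sets, where the list stood apart as lower.

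Further gene lists had members that differed in both directions. The median log2 difference was -0.09 for antigen presentation and costimulation, -0.01 for Toll-like receptors, 0.00 for homing and adhesion (3 of 20 at least 2-fold higher), -0.03 for death ligands and secretory lysosomes, 0.07 for the interferon response and -0.01 for the sort markers and genes that the paper measures (4 of 22 at least 2-fold higher; 0.15 without suffixed probe sets, where the list stood apart). The immediate early and stress genes had a median of -0.21, at percentile 0.02 of random lists, with *Hspa1b* 1.54-fold and *Dusp1* 1.48-fold lower. Few markers of other cells were kept: the 4 of dendritic cells had a median of 0.11, the 3 of platelets 0.23, the 3 of neutrophils -0.12 and the 2 of NK cells -0.32, and 0 of eosinophils, basophils and mast cells were. The 1 kept member of the sex-linked list differed by -0.02, and by up to -0.88 over its 3 probe sets.

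Of the erythroid markers, 1 was kept, *Hemgn*, at least 1.81-fold lower. Globin probe sets disagreed: *Hba-a2* was 2.45-fold lower from the probe set annotated to it alone. Those annotated to both *Hba-a1* and *Hba-a2* were all higher, the brighter ones by 6.05-fold and 6.83-fold. The dimmest of them had log2 values of 5.28 on the CD5+CD1d high array and 4.01 on the CD5-CD1d high array. Such shared probe sets were left out of gene values, so the counts of markers of other splenic cell types do not hold them. *Alb* and *Serpina1b*, which are known as liver transcripts, were 5.14-fold and at least 1.80-fold higher in CD5+CD1d high B cells; both were picked after their values were seen. The control probe sets for 18S ribosomal RNA were lower on the CD5+CD1d high array, by 2.04-fold near the 3′ end, 3.05-fold in the middle and 5.38-fold near the 5′ end. The 45 spike-in probe sets differed by -0.37 to 0.39, and 2 of them reached the filter level.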
